# Homeodomain Transcription Factor Meis1 Is a Critical Regulator of Adult Bone Marrow Hematopoiesis

**DOI:** 10.1371/journal.pone.0087646

**Published:** 2014-02-03

**Authors:** Reina Ariki, Satoru Morikawa, Yo Mabuchi, Sadafumi Suzuki, Mayuka Nakatake, Kentaro Yoshioka, Shinya Hidano, Hiromitsu Nakauchi, Yumi Matsuzaki, Takuro Nakamura, Ryo Goitsuka

## Abstract

Hematopoietic stem cells in the bone marrow have the capacity to both self-renew and to generate all cells of the hematopoietic system. The balance of these two activities is controlled by hematopoietic stem cell-intrinsic regulatory mechanisms as well as extrinsic signals from the microenvironment. Here we demonstrate that Meis1, a TALE family homeodomain transcription factor involved in numerous embryonic developmental processes, is selectively expressed in hematopoietic stem/progenitor cells. Conditional Meis1 knockout in adult hematopoietic cells resulted in a significant reduction in the hematopoietic stem/progenitor cells. Suppression of hematopoiesis by *Meis1* deletion appears to be caused by impaired self-renewal activity and reduced cellular quiescence of hematopoietic stem/progenitor cells in a cell autonomous manner, resulting in stem cell exhaustion and defective long-term hematopoiesis. Meis1 deficiency down-regulated a subset of Pbx1-dependent hematopoietic stem cell signature genes, suggesting a functional link between them in the maintenance of hematopoietic stem/progenitor cells. These results show the importance of Meis1 in adult hematopoiesis.

## Introduction

Hematopoiesis in adult animals is sustained by a small population of multipotent hematopoietic stem cells (HSCs), which maintain the capacity for both self-renew and differentiation, thereby generating all the cell types of the hematopoietic system. In normal mice and humans, HSCs are localized predominantly in a specialized microenvironment (niche) within the bone marrow (BM), where signals from cells in the surrounding niche maintain them in a state of slow cell cycling or quiescence [1]–[3]. The self-renewal of postnatal HSCs is closely coupled with this slow cell cycling or quiescence and is a critical requirement for long-term maintenance of the self-renewing HSC compartment.

HSC quiescence is controlled by both HSC-intrinsic mechanisms and extrinsic factors from the BM microenvironment [1]. Several transcription factors have been implicated in the regulation of HSC quiescence, including Gfi-1, Pbx1 and MEF/ELF4 [4]–[7]. With regard to HSC-extrinsic niche-derived factors, it has been reported that angiopoietin-1 and thrombopoietin regulate the quiescence of HSCs in the BM through receptors expressed on HSCs [8]–[10]. Furthermore, hypoxia inducible factor-1α (HIF-1α), a transcription factor that is transcribed and stabilized under low oxygen conditions such as in the BM niche for HSCs, has been shown to regulate HSC quiescence as well as metabolism [11], [12]. Thus it is an important molecular link between extrinsic and intrinsic regulatory mechanisms modulating HSC quiescence.

The *Meis1* gene encodes a TALE-family transcription factor that was first identified as a common retroviral integration site in BXH2 murine myeloid leukemia [13], [14]. Meis1 functions as a DNA-binding cofactor of Hox proteins through interaction with Pbx, a member of another TALE homeodomain subfamily of transcription factors [15]. Meis1 by itself does not transform hematopoietic cells. However, it cooperates with Hoxa9 to significantly accelerate Hox-induced leukemogenesis [16]. Moreover, *Meis1* as well as *Hoxa9* have been shown to be the most critical downstream targets of *Mixed Lineage Leukemia* (*MLL*) fusion proteins [17], and their co-expression is sufficient to induce acute myeloid leukemia [14], [16], recapitulating *MLL-ENL*-induced immortalization of myeloid progenitor cells [18]. In addition, Meis1 regulates the differentiation arrest, cycling activity and self-renewal of *MLL* leukemia cells, a critical rate-limiting determinant for establishing leukemia stem cell potential [19].

In contrast to the established role of Meis1 in leukemia development, its function in postnatal hematopoiesis, especially in HSCs as well as hematopoietic progenitor cells (HPCs), remains uncertain. Targeted *Meis1* homozygous deletion in mice results in lethality by embryonic day 14.5 with hematopoietic and vascular defects [20], [21]. In *Meis1*-deficient fetal liver, HSC compartments were severely affected and colony formation potential as well as the capacity to repopulate lethally irradiated recipient mice were profoundly impaired, suggesting a critical role of Meis1 in HSC/HPC maintenance. Furthermore, Meis1 is required for transcriptional activation of *Hif1a* in HSCs through binding to its conserved consensus sequence within the first intron of *Hif1a* [11]. Thus, these observations support the hypothesis that Meis1 has a critical role in the regulation of HSC/HPC maintenance. However, a comprehensive analysis of Meis1 function has been hampered because of the embryonic lethality of the *Meis1* mutation.

In the present study, we employed a genetic approach to conditionally inactivate *Meis1* in the mouse hematopoietic system *in vivo*. Our current analysis reveals that Meis1 is a critical regulator of hematopoiesis in the adult BM.

## Results

### Impaired hematopoiesis in the absence of Meis1

As predicted from a gene expression database search [22], *Meis1* was highly expressed in both CD34^−^ and CD34^+^Lin^−^Sca-1^+^c-Kit^+^ (LSK) cells, whereas its expression became undetectable in most of the lineage-committed hematopoietic cells (**Figure S1**). *Meis2* and *Meis3* transcripts were undetectable in any of the hematopoietic lineage cells tested, therefore Meis1 is the sole Meis transcription factor family member expressed in hematopoietic cells under physiological conditions.

The early embryonic lethality resulting from germ-line deletion of the *Meis1* gene precludes any study of postnatal hematopoiesis in the BM. Therefore, we generated mice harboring conditional alleles of *Meis1* (*Meis1^fl^*), in which *Meis1* exon 8 encoding the homeodomain was flanked by *lox*P sites (**Figure S2A and B**). The *Meis1^fl/fl^* mice were born normally and appeared healthy. Given the expression pattern of *Meis1*, we chose to study the consequence of Meis1 ablation in the HSC/HPC by crossing the *Meis1^fl^* conditional-knockout strain with the interferon-responsive *Mx1-Cre* transgenic line, which achieves highly efficient excision of *lox*P-flanked DNA in hematopoietic cells *in vivo* after induction with poly(I:C) [23]. As shown in **Figure S2C**, four intraperitoneal injections of poly(I:C) into *Mx1-Cre^+^ Meis1^fl/fl^* mice was sufficient to induce complete deletion of *Meis1* exon 8 in BM cells. Since both *Mx1-Cre^+^ Meis1* ^fl/+^ and *Meis1^fl/fl^* mice displayed similar phenotypes upon poly(I:C) treatment (data not shown), we used *Meis1^fl/fl^* mice as controls unless otherwise indicated.

We analyzed hematopoiesis in adult *Mx1-Cre^+^ Meis1^fl/fl^* mice three weeks after poly(I:C) treatment compared to similarly treated *Meis1^fl/fl^* littermates. Three weeks after induced deletion of *Meis1*, the total number of BM cells was slightly but significantly reduced in *Mx1-Cre^+^ Meis1^fl/fl^* mice (**Figure 1A and B**). At the HSC/HPC level, LSK cells were almost undetectable in *Mx1-Cre^+^ Meis1^fl/fl^* mice (**Figure 1A and B**). The relative proportion and the total number of Lin^−^IL-7R^+^Sca-1^int^c-Kit^+^ (CLP) cells was significantly lower in *Mx1-Cre^+^ Meis1^fl/fl^* mice than in control *Meis1^fl/fl^* mice. In addition, the Lin^−^Sca-1^−^c-Kit^+^FcγRII/III^int^ CD34^high^ (CMP) population was nearly absent, and the cell populations at the subsequent developmental stages, Lin^−^Sca-1^−^c-Kit^+^FcγRII/III^high^ CD34^high^ (GMP) as well as Lin^−^Sca-1^−^c-Kit^+^FcγRII/III^−^ CD34^high^ (MEP), were also significantly reduced in *Mx1-Cre^+^ Meis1^fl/fl^* mice compared to control *Meis1^fl/fl^* mice (**Figure 1A and B**).

**Figure 1:**
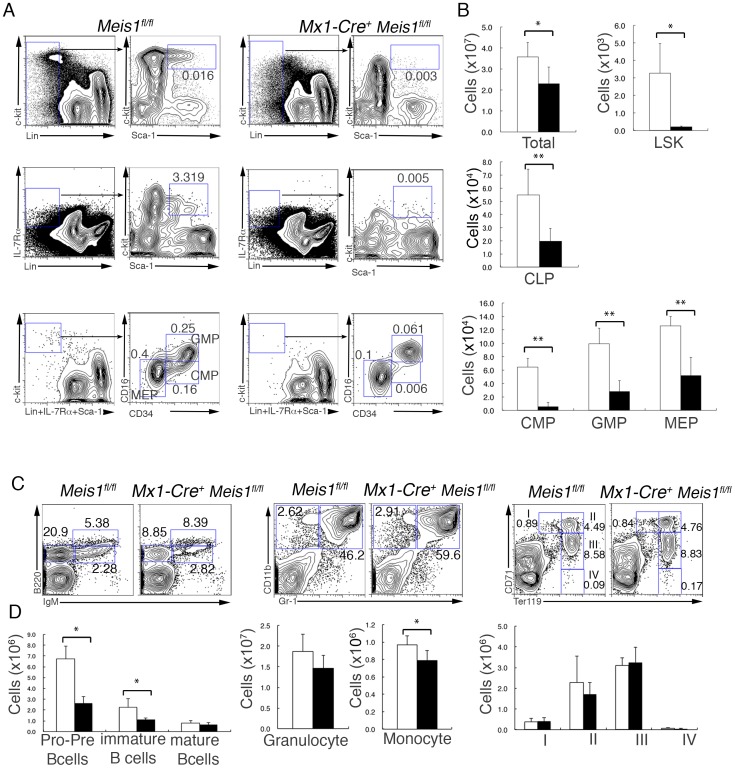
Loss of Meis1 leads to a depletion of hematopoietic progenitor cells from the bone marrow. (A) Representative flow cytometric profiles of hematopoietic progenitor cell populations from *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ and control *Meis1* ^fl/fl^ mice three weeks after poly(I:C) treatment. Gates used to identify progenitor populations are outlined, and rightward arrows within the plots indicate their relationship to subsequent plots showing the progenitor populations. Numbers adjacent to outlined areas indicate percentage of gated cells in total BM mononuclear cells. (B) Absolute numbers of the indicated cell populations per two femurs in poly(I:C)–treated *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 4). (C) Representative flow cytometric profiles of lineage-committed cell populations. (D) Absolute numbers of the indicated cell populations per two femurs in poly(I:C)–treated *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 4). Pro- and pre-B cells (B220^low^ IgM^−^), immature B cells (B220^low^ IgM^+^), mature B cells (B220^+^ IgM^+^), granulocytes (Gr-1^+^CD11b^+^), monocytes (Gr-1^−^ CD11b^+^), proerythroblasts (I; Ter119^low^ CD71^high^), basophilic erythroblast (II; Ter119^high^ CD71^high^) and late erythroblasts (III; Ter119^high^ CD71^int^ and IV; Ter119^high^ CD71^low^). *p<0.05 and **p<0.01.

In contrast to the profound decrease in lineage-negative hematopoietic precursors, the frequencies and the total numbers of granulocytes (Gr-1^+^CD11b^+^) was unaffected in *Mx1-Cre^+^ Meis1^fl/fl^* mice and the number of monocytes (Gr-1^−^ CD11b^+^) was only slightly reduced (**Figure 1C and D**), in spite of the efficient deletion of the floxed *Meis1* alleles in most of these cells (**Figure S3**). The differentiation profile of erythroid lineage cells from proerythroblast (I; Ter119^low^ CD71^high^), basophilic erythroblast (II; Ter119^high^ CD71^high^), to late erythroblasts (III, Ter119^high^ CD71^int^, and IV, Ter119^high^ CD71^low^) was also intact in *Mx1-Cre^+^ Meis1^fl/fl^* mice. (**Figure 1C and D**). Furthermore, consistent with the essential role of Meis1 in fetal megakaryopoiesis [20], [21], the proportion and number of Lin^−^ cKit^+^ CD41^+^ megakaryocyte precursors in the BM, which contain CFU-Meg [24], was also significantly reduced in *Mx1-Cre^+^ Meis1^fl/fl^* mice; however, at this time point after Meis1 deletion, the number of c-Kit^−^ CD41^+^ mature megakaryocytes was unaffected in *Mx1-Cre^+^ Meis1^fl/fl^* mice (**Figure S4**), as observed in other lineage-committed cells. The proportions and the total numbers of early B-lineage cells containing pro- and pre-B cell populations (B220^low^ IgM^−^) as well as immature B cells (B220^low^ IgM^+^) in the BM were also significantly reduced in *Mx1-Cre^+^ Meis1^fl/fl^* mice (**Figure 1C and D**), which is consistent with the relatively low expression of *Meis1* in bone marrow B220^+^ B-lineage cells (**Figure S1**). T cell numbers in the thymus were also significantly reduced in *Mx1-Cre^+^ Meis1^fl/fl^* mice compared to those in the control mice (**Figure S5**). These results demonstrated that acute *Meis1* loss results in severe defects in early hematopoiesis at the progenitor levels rather than in late lineage-committed cells.

### Defects in the HSC compartment in the absence of Meis1

The LSK population is heterogeneous and contains both HSCs and HPCs with multi-lineage potential but limited self-renewal capacity [25], [26]. Therefore, we examined the LSK compartment in detail by staining for CD34 or Flt3 expression. The total number of CD34^−^ LSK cells was lower in *Mx1-Cre^+^ Meis1^fl/fl^* mice than in control *Meis1^fl/fl^* mice (**Figure 2A and B**), and the defect was more profound in CD34^+^ LSK cells as well as in Flt3^−^ and Flt3^+^ LSK cells (**Figure 2A and B**). CD34^+^ LSK cells as well as Flt3^+^ LSK cells were about 20-fold and 100-fold lower in *Mx1-Cre^+^ Meis1^fl/fl^* mice than in control *Mx1-Cre^−^ Meis1^fl/fl^* mice, respectively (**Figure 2A and B**). Furthermore, “side population” (SP) cells, which represent quiescent HSCs [27], but not non-SP cells, in the LSK population were almost completely missing from *Mx1-Cre^+^ Meis1^fl/fl^* mice upon induction of *Meis1* deletion (**Figure 2C**). These results suggest that the stages among LSK cells that require Meis1 appear to be HSCs.

**Figure 2:**
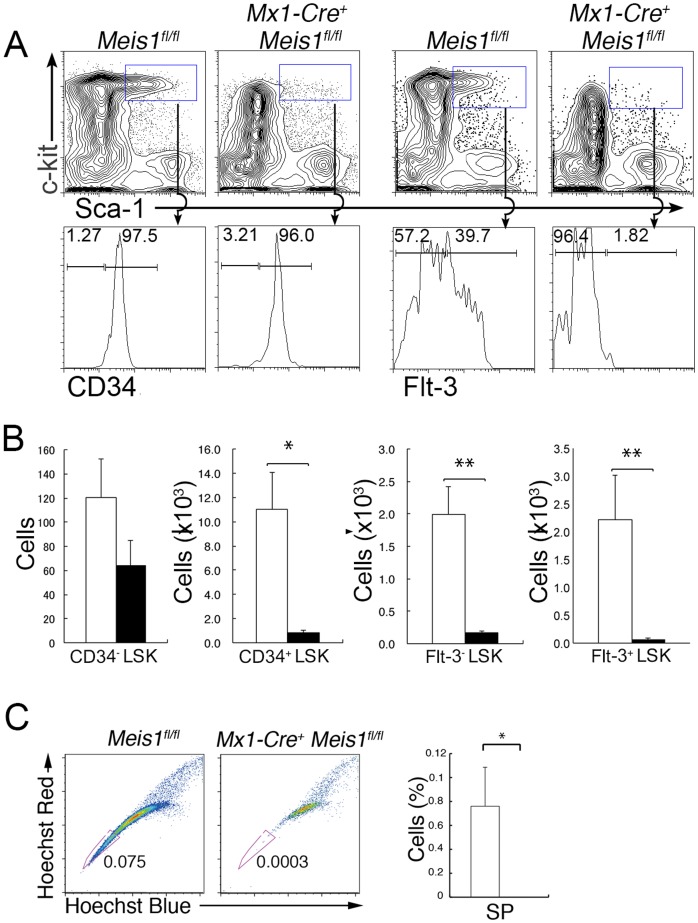
Loss of Meis1 causes profound defects in the HSC compartment. (A) Representative flow cytometric profiles of LSK cells in BM depleted of lineage-positive cells from *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ and control *Meis1* ^fl/fl^ mice three weeks after poly(I:C) treatment. Gates used to identify LSK cell populations are outlined, and downward arrows indicate their relationship to subsequent histograms showing the expression of CD34 or Flt3 in these cell populations. Numbers in the histograms indicate percent events in each gate. (B) Absolute numbers of the indicated LSK cell populations per two femurs from poly(I:C)–treated *Mx1-Cre^+^ Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 4). *p<0.05 and **p<0.01. (C) Representative flow cytometric profiles of side population (SP) cells within the LSK population from *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ and control mice one week after poly(I:C) treatment. Bar graphs shown on the right represent the percentage of SP cells in the LSK cell population from poly(I:C)–treated *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 3). *p<0.005.

### Meis1 regulates self-renewal of HSC in a cell autonomous manner

Although the above data suggested that *Meis1* deficiency caused a loss of HSC/HPCs, *Mx1-Cre*-mediated induction of *Meis1* loss is not strictly limited to hematopoietic cells [23]. Thus, to determine whether the *Meis1*-deficient phenotype is HSC autonomous or dependent on the lack of Meis1 in the HSC niche, we induced the loss of Meis1 in pre-established BM chimeric mice. Irradiated recipient mice (CD45.1^+^) were transplanted with a 1∶1 mixture of donor CD34^−^ LSK cells from uninduced *Mx1-Cre^+^ Meis1^fl/fl^* mice or control *Meis1^fl/fl^* mice (CD45.2^+^) and competitor CD34^−^ LSK cells from wild-type mice (CD45.1/CD45.2). Three months later, chimeric mice were injected with poly(I:C) to induce *Meis1* loss, and the fraction of donor-derived peripheral blood leukocytes (PBL) was subsequently monitored (**Figure 3A**). In contrast to untreated recipient mice, the poly(I:C)-injected recipients manifested a sharp decline of *Mx1-Cre^+^ Meis1^fl/fl^* cell-derived PBL, as compared to control *Meis1^fl/fl^* cell-derived PBL (**Figure 3B**). Three months after induction of *Meis1* deletion, a significant reduction of *Meis1*-deficient donor cells of all hematopoietic cell types, including B cells, T cells, monocytes and granulocytes in the spleen was confirmed (**Figure 3C**). Furthermore, *Meis1*-deficient donor cells were undetectable from one to three months after the secondary transplantation of BM cells from these primary recipient chimeric mice into irradiated secondary recipients (**Figure 3D**). These data indicate that Meis1 regulates the long-term maintenance of HSC/HPCs in a cell autonomous manner.

**Figure 3:**
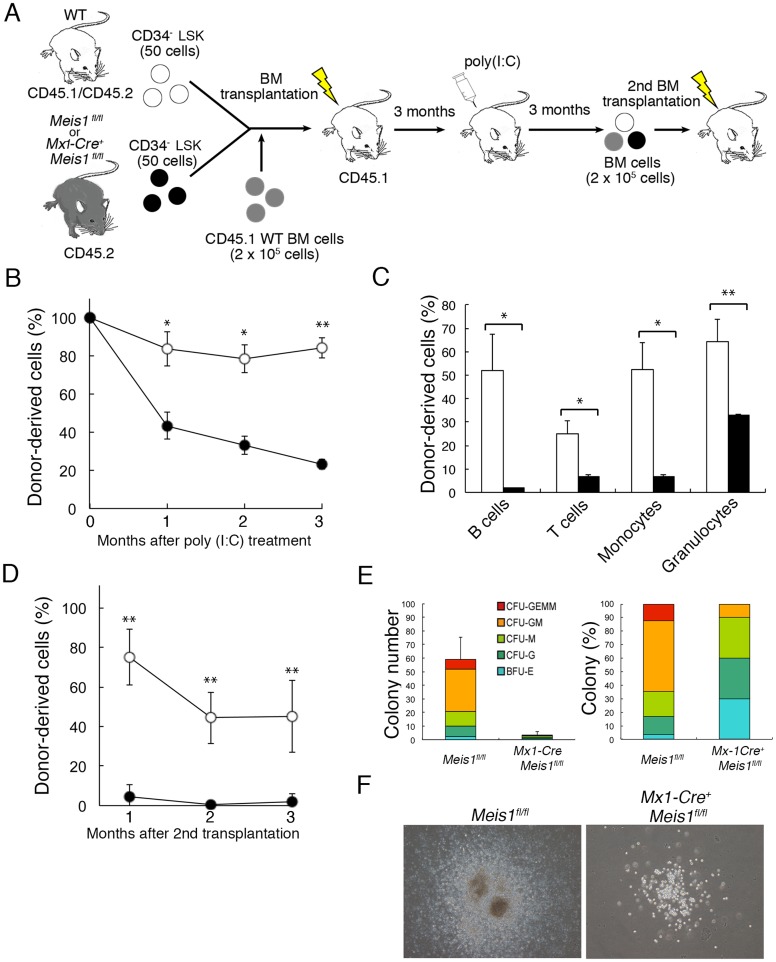
Meis1 regulates self-renewal of HSCs in a cell autonomous manner. (A) Experimental strategy for analyzing the function of Meis1 in HSCs. Mice with chimeric BM were generated by transplanting CD34^−^ LSK cells (50 cells/mouse) from *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ or control *Meis1* ^fl/fl^ mice (CD45.2) and an equal number of CD34^−^ LSK cells from wild-type mice (CD45.1/CD45.2) with CD45.1 BM supports cells in lethally irradiated CD45.1 recipient mice. A subset of mice was treated with poly(I:C) three months after transplantation. (B) Mean percentages of CD45.2^+^ cells ± SD in the peripheral blood derived from *Meis1* ^fl/fl^ (n = 6; open circles) and *Mx1-Cre^+^ Meis1* ^fl/fl^ (n = 6; closed circles) CD34^−^ LSK cells after poly(I:C) treatment. Initial engraftment of CD45.2^+^ was normalized to 100% for each mouse. *p<0.05 and **p<0.01. (C) Histogram represents mean (± SD) contribution of the indicated splenic cell populations derived from *Meis1* ^fl/fl^ (n = 6; open bars) and *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ (n = 6; solid bars) CD34^−^ LSK cells three months after poly(I:C) treatment. *p<0.05 and **p<0.01. (D) Mean percentages of CD45.2^+^ cells ± SD in the peripheral blood derived from *Meis1* ^fl/fl^ (n = 6; open circles) or *Mx1-Cre^+^ Meis1* ^fl/fl^ (n = 6; closed circles) CD34^−^ LSK cells after secondary transplantation. *p<0.05 and **p<0.01. (E) Total numbers (left) and proportions (right) of different colony types produced by CD34^−^ LSK cells from poly(I:C)-treated *Mx1-Cre^+^ Meis1* ^fl/fl^ and control *Meis1* ^fl/fl^ mice (n = 3 per each group). Cultures were assessed on day 14 for granulocyte (CFU-G), monocytes (CFU-M), granulocyte-monocyte (CFU-GM), erythroid (BFU-E) and mixed (CFU-GEMM) colony formation. The data are the means of three-independent experiments. (F) Representative photographs of 14 day colonies derived from CD34^−^ LSK cells from poly(I:C)-treated *Mx1-Cre^+^ Meis1* ^fl/fl^- and control *Meis1* ^fl/fl^ mice (×40 magnification).

We next examined the impact of *Meis1* loss on HSC/HPC proliferation and differentiation using *in vitro* colony forming assays. As shown in **Figure 3E**, *Mx1-Cre^+^ Meis1^fl/fl^* CD34^−^ LSK cells generated ten-fold fewer colonies compared to control *Meis1^fl/fl^* CD34^−^ LSK cells. Furthermore, colonies derived from *Mx1-Cre^+^ Meis1^fl/f l^* cells were significantly smaller in size than those from the control cells, indicating that *Meis1*-deficient cells had lost replication potential (**Figure 3F**). Despite the significant decrease in the number and size of colonies derived from *Meis1*-deficient cells, they still retained the potential to give rise to CFU-GM, CFU-M, CFU-G and BFU-E, but failed to form CFU-GEMM (**Figure 3E** **, right**). These results suggest that the hematopoietic abnormalities arising from *Meis1*-deficiency result from the defective self-renewal capacity of HSCs.

### Meis1 regulates the cell cycle status of HSC/HPCs

To understand the mechanism of HSC/HPC exhaustion in the absence of Meis1, we assessed apoptosis of HSCs using Annexin V staining of LSK cells at an early time point (one week) after deletion of *Meis1*, when no decrease in cell numbers or increase in apoptosis of any hematopoietic cell compartments, including LSK cells and Lin^−^ Sca1^−^ c-Kit^+^ (LK) cells, was detectable (data not shown). As shown in **Figure 4A**, we found no difference in the proportion of Annexin V^+^ LSK cells between *Mx1-Cre^+^ Meis1^fl/fl^* and control *Meis1^fl/fl^* mice. We next examined cell cycle status of HSC/HPCs because it is important for maintenance of their long-term self-renewal capacity [28]. Cells that had entered S phase, as detected by BrdU incorporation, were markedly increased in *Mx1-Cre^+^ Meis1^fl/fl^* LSK cells compared with control *Meis1^fl/fl^* LSK cells, and this was accompanied by a significant reduction in the fraction of *Mx1-Cre^+^ Meis1^fl/fl^* LSK cells in G0/G1 (**Figure 4B**). Taken together, these data suggest that Meis1 regulates the cell cycle of HSC/HPCs, and its absence might lead to the exhaustion of HSC/HPCs.

**Figure 4:**
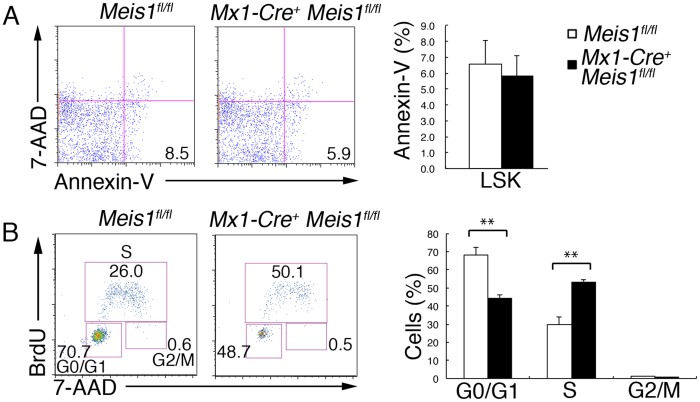
Meis1 regulates cell cycle of the HSC compartment. (A) Representative flow cytometric profiles showing Annexin V and 7-AAD staining of LSK cells from *Mx1-Cre^+^ Meis1* ^fl/fl^ and control mice one week after poly(I:C) treatment. Bar graphs on the right represent the percentages of apoptotic LSK cells (anexin V^+^ 7-AAD^−^) cells from poly(I:C)–treated *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 3). (B) Representative flow cytometric profiles showing BrdU incorporation and 7-AAD staining of LSK cells from *Mx1-Cre Meis1* ^fl/fl^ and control mice one week after poly(I:C) treatment. Bar graphs shown on the right represent the percentages of cells in G0/G1-, S- and G2/M-phase of the cell cycle in the LSK cell population from poly(I:C)–treated *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 3). **p<0.01.

### Meis1 regulates expression of genes involved in HSC/HPC maintenance

Finally, we examined the impact of the loss of Meis1 on gene expression in LSK cells. 

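LSK cells are the lineage-negative, Sca-1- and c-Kit-positive bone marrow cells that hold HSCs and early progenitors. Their RNA was profiled in 2 pools of 6 mice from each genotype, and each pool was hybridized to 1 array. The microarray methods describe the control mice as sham-treated, as do the results on quantitative PCR and the design text deposited with the arrays. The mouse methods, the results on the arrays and the sample labels instead describe poly(I:C) treatment of both genotypes. From each pool, 10 ng of RNA was amplified, labeled with Cy3 and hybridized to a 1-color array of 60-base probes. The authors deposited the intensities given by Feature Extraction 9.5.3.1, which subtracts background and corrects trends within an array but does not scale arrays to each other. For the values given here, spots marked as outliers were left out, the log2 of the processed signal was taken, and each array's 75th percentile was subtracted. A probe was tested when it was well above background on both arrays of at least 1 genotype, which held for 22008 of 41174 probes. In Meis1-deficient LSK cells, 56.6% of spots were well above background on the first array and 49.2% on the second. In control LSK cells, these shares were 57.4% and 54.7%. The 75th percentile of the signal was 148 and 90.3 on the Meis1-deficient arrays, and 147 and 154 on the control arrays. The second Meis1-deficient array was therefore the dimmest, and its log2 values correlated with those of the other arrays at r = 0.891 to 0.916 across probes, against 0.956 to 0.967 among the other 3. No spot was saturated. Replicate 1 of both genotypes was on slide 1 and replicate 2 of both on slide 2, so the slide can be fitted as a block. The number of arrays limits the precision, because an exact permutation test of 2 against 2 arrays cannot give a two-sided p below 0.333.

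*Meis1* itself is represented by 2 probes. Probe A_52_P670612 (chromosome 11, 18911247 to 18911306, mm9) had a log2 value of 0.24 ± 0.021 (SD, n = 2 arrays) in Meis1-deficient LSK cells and 1.23 ± 0.30 (SD, n = 2) in controls. The difference was -0.997, with a standard error of 0.44 (adjusted p = 0.983 by limma, and 0.291 adjusted over the list alone). Probe A_52_P26195 (chromosome 11, 18781206 to 18781265) was well above background on 1 of the Meis1-deficient arrays and on both control arrays, with a difference of -1.70 (standard error 0.54, adjusted p = 0.983 by limma). This probe met the study's criteria of differential expression with the slide as a block and the first did not. After normexp background correction the difference at A_52_P26195 was -0.27. Both probes were lower in Meis1-deficient cells on both slides, which is the direction given by the sample labels. The paper states that exon 8 is the deleted part of the gene. The position of the probes relative to that exon was not analysed here.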

An initial screening by global gene profiling of LSK cells from control and *Mx1-Cre^+^ Meis1^fl/fl^* mice one week following poly(I:C) treatment revealed a profound reduction in the expression of several genes in Meis1-deficient LSK cells, including *Egr2*, *Trib2*, *Hmga2*, *Hlf*, *Mllt3*, *Smad7*, *Nfatc2*, *Skil*, and *Msi2* (**Table S1**). These genes are also affected by Pbx1-deficiency in HSCs [5]. 

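By the study's criteria (an unadjusted p under 0.01 and more than 2-fold), limma called 132 probes lower and 30 probes higher in Meis1-deficient LSK cells, so that 81.5% of the called probes were lower. After Benjamini-Hochberg adjustment, 0 of 22008 probes had an adjusted p under 0.05 by limma, and the smallest was 0.467. An unadjusted p under 0.05 was found for 618 probes by limma, for 1336 by limma with the slide as a block and for 528 by the methods' t-test, which also left 0 probes after adjustment. With the slide as a block, limma called 307 probes lower and 130 higher, and 50 probes had an adjusted p under 0.05. The counts moved most when the first Meis1-deficient array was left out, to 1705 lower and 510 higher. Without the first control array, they were 57 lower and 50 higher.

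All 9 genes named with Table S1 were lower in Meis1-deficient LSK cells at their brightest probe, 8 of them on both slides. A probe of *Trib2*, *Hmga2* or *Hlf* met the study's criteria, and no probe of the other 6 genes did. Coordinates are those of mm9. *Hmga2* (A_51_P288315, chromosome 10, 119799670 to 119799729) had a log2 value of -1.97 ± 0.34 (SD, n = 2 arrays) in Meis1-deficient and 1.48 ± 0.17 (SD, n = 2) in control cells. Its log2 fold change was -3.44 (standard error 0.45, adjusted p = 0.467 by limma), and its p adjusted over the list alone was 0.0114. This probe met the criteria under all 14 alternatives examined. *Hlf* (A_51_P134228, chromosome 11, 90199978 to 90200037) fell by 2.42 on the log2 scale, from 4.79 ± 0.71 (SD, n = 2) to 2.37 ± 0.52 (SD, n = 2). Its standard error was 0.55 (adjusted p = 0.983 by limma, and 0.0742 adjusted over the list alone), and it no longer met the criteria when the first control array was left out or by the methods' t-test. Neither *Trib2* probe was well above background on a Meis1-deficient array, so only a bound can be given. It takes, on each dim array, the higher of the probe's own signal and the lowest signal among probes well above background. *Trib2* was at least 5.54-fold lower at A_51_P103819 (chromosome 12, 15800004 to 15800061) and at least 3.81-fold lower at A_52_P220810 (chromosome 12, 15799009 to 15799068), with p adjusted over the list alone of 0.0177 and 0.0804 by limma. With 1 array left out, these bounds ranged from 3.34 to 9.20 and from 2.74 to 5.31. The adjusted p of A_51_P103819 was 0.556 by limma and 0.0371 by limma with the slide as a block. After normexp background correction or by the methods' t-test, neither *Trib2* probe met the criteria.

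*Egr2* (A_51_P173043, chromosome 10, 67004758 to 67004817) showed the widest spread between Meis1-deficient arrays among these 9 probes. It was well above background on 1 of the Meis1-deficient arrays and on both control arrays, with log2 values of 0.10 and -5.29 in Meis1-deficient cells and 2.30 and 0.63 in controls. Its log2 fold change of -4.06 had a standard error of 1.66 (adjusted p = 0.983 by limma). With the dim array at its lowest signal among probes well above background, *Egr2* was at least 8.22-fold lower. It met the criteria with the slide as a block (adjusted p = 0.101 by limma). Without the second Meis1-deficient array, the change was -1.36. The brightest *Mllt3* probe (A_52_P619007, chromosome 4, 87418602 to 87418661) had a log2 fold change of -1.40 (standard error 0.51, adjusted p = 0.983 by limma), and met the criteria when the first Meis1-deficient array was left out or after normexp. For *Skil*, *Msi2*, *Smad7* and *Nfatc2*, the brightest probes changed by -0.78, -0.63, -0.18 and -0.15, with standard errors of 0.80, 0.45, 0.44 and 0.66. None of these 4 probes met the criteria under any alternative with a test. *Skil* turned to 0.022 and *Nfatc2* to 0.54 without the second Meis1-deficient array, and *Smad7* to 0.012 without the first control array. Over all probes of the 9 genes, 22 of 22 tested were lower and 4 met the criteria. The genes were chosen by the study on these same arrays, so the list-alone adjustment is not independent evidence.

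**Figure D1:**
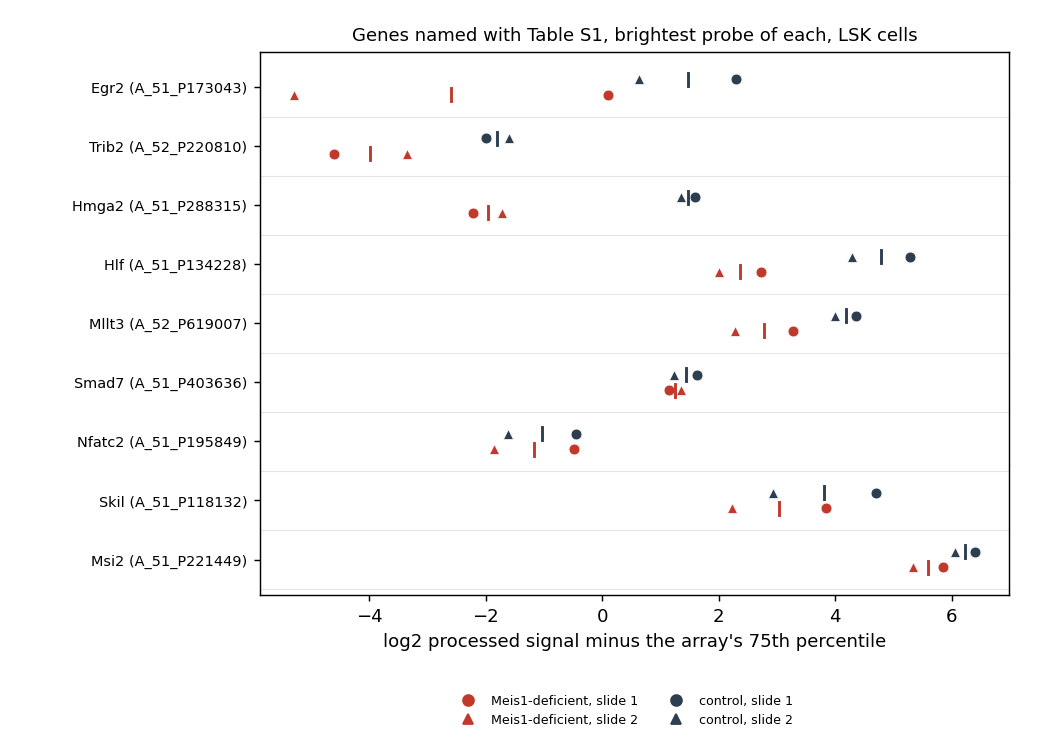
Log2 processed signal minus each array's 75th percentile (horizontal axis) for the brightest probe of each of the 9 genes (vertical axis). Points are single arrays, red for Meis1-deficient and dark blue for control cells, circles for slide 1 and triangles for slide 2, and vertical bars are the means of 2 arrays. The Hmga2 points lie at -2.21 and -1.72 in Meis1-deficient cells and at 1.59 and 1.36 in controls, while the Smad7 points overlap.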

The change in expression of several genes was verified by quantitative PCR (**Figure 5A**). Although *Hif1a* was reported to be a direct transcriptional target of Meis1 in HSCs [11], its expression was not significantly affected upon *Meis1* deletion in LSK cells. However, the expression of *Flt3* in Meis1-deficient LSK cells was reduced by about eight-fold, compared to that in controls (**Table S1**), an observation that is consistent with a previous observation that *Flt3* is a direct transcriptional target of Meis1 [29]. 

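One *Hif1a* probe was tested on the arrays (A_51_P387608, chromosome 12, 75047269 to 75047329, mm9). It was well above background on all 4 arrays, with a log2 value of 1.81 ± 0.17 (SD, n = 2 arrays) in Meis1-deficient and 1.88 ± 0.19 (SD, n = 2) in control LSK cells. The difference of -0.073 was smaller than either SD and had a standard error of 0.43 (adjusted p = 0.991 by limma). On slide 1 the difference was -0.087 and on slide 2 it was -0.058. Its sign depended on the scaling, since it became 0.013 when each array's median was subtracted instead. It also became 0.048 without the second Meis1-deficient array and 0.063 without the first control array.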

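*Flt3* was measured by a single probe (A_51_P203916, chromosome 5, 148159595 to 148159654, mm9). Its log2 value was -3.52 ± 1.70 (SD, n = 2 arrays) in Meis1-deficient LSK cells and -0.19 ± 0.0060 (SD, n = 2) in controls. The log2 fold change was -3.33, with a standard error of 0.80 (adjusted p = 0.983 by limma, and 0.0750 adjusted over the list alone). The probe met the study's criteria, and was well above background on both control arrays but on only 1 of the Meis1-deficient arrays. The fall was 2.13 on the log2 scale, from -0.19 to -2.32, on slide 1, where both arrays measured the probe. On slide 2 the Meis1-deficient array was not well above background, and without that array the log2 fold change was -2.13. The size of -3.33 therefore rests in part on a dim spot. With that array at its lowest signal among probes well above background, *Flt3* was at least 6.04-fold lower. *Flt3* also met the criteria with the slide as a block (adjusted p = 0.0951 by limma) but not by the methods' t-test, nor with either control array left out, when the log2 fold change was -3.34 or -3.33. After normexp background correction it met them at -1.05, or 2.07-fold. The fold in the paper's Table S1 is 7.96.

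**Figure D2:**
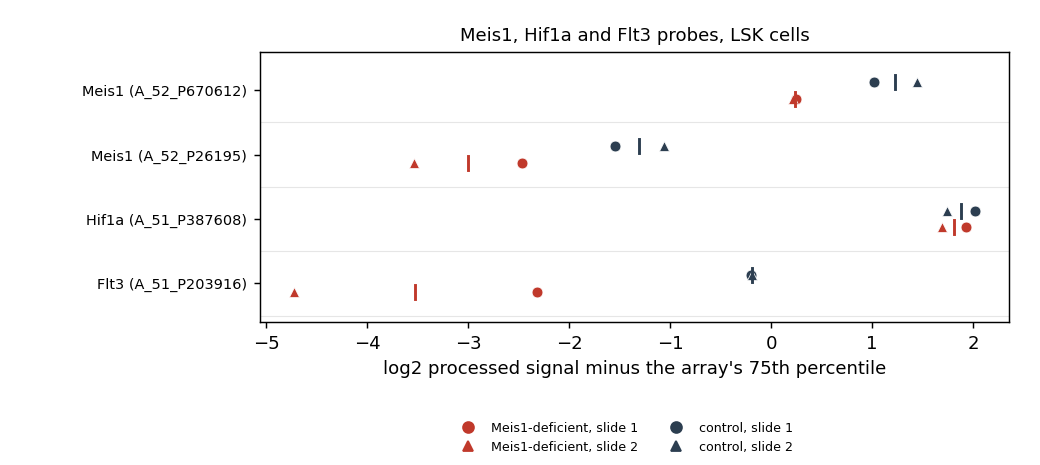
Log2 processed signal minus each array's 75th percentile (horizontal axis) for the tested probes of Meis1, Hif1a and Flt3 (vertical axis). Points are single arrays, red for Meis1-deficient and dark blue for control cells, circles for slide 1 and triangles for slide 2, and vertical bars are the means of 2 arrays. The control Flt3 points coincide at -0.19, and the Meis1-deficient ones lie at -2.32 and -4.72.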

We also quantified the expression of cell cycle-related genes. Although no statistical differences in the expression of *Cdkn1b* (p27), *Cdkn2b* (p15), or *Cdk6* were detected (data not shown), *Ccnd1* (cyclin D1) expression was significantly increased in Meis1-deficient LSK cells, when compared to that in sham-treated control LSK cells (**Figure 5A**). 

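The largest changes among probes that met the study's criteria, were well above background on all 4 arrays, changed the same way on both slides and carried a gene symbol included genes outside those named above. Among falls, these were *Gm9740*, *LOC100048770*, *Hmga2*, *Trpc6* and *Pcp4l1*, and 2 rises qualified, *Ap2b1* and *Rhag*. Another 2 rises, of 2.51 and 1.86, were called on probes with an accession and no gene symbol, and so were some of the larger falls. *Gm9740* (A_52_P280630, chromosome 12, 116532287 to 116532346, mm9) is annotated by the array as an immunoglobulin heavy chain protein and had a log2 fold change of -7.62 (standard error 1.02, adjusted p = 0.467 by limma). Its log2 value was 7.48 and 4.40 in controls and -1.16 and -2.19 in Meis1-deficient cells. *LOC100048770* (A_52_P532769, chromosome 12, 115920981 to 115921040), an immunoglobulin heavy chain variable gene by the array's annotation, changed by -3.57 (standard error 0.86), from 1.16 and 1.08 in controls to -3.77 and -1.12 in Meis1-deficient cells. Without the first Meis1-deficient array the change was -2.24 and without the second -4.90. Both probes lie in the region of the immunoglobulin heavy chain locus. Plasma cell genes were lower in Meis1-deficient cells on slide 1 (median -3.34) and higher on slide 2 (0.82). Plasma cells in the control sorts are therefore not excluded as a source of these 2 falls. *Trpc6* (A_51_P411452, chromosome 9, 8679469 to 8679528) changed by -3.10 with a standard error of 0.53 (adjusted p = 0.692 by limma). *Pcp4l1* (A_51_P361150, chromosome 1, 173103576 to 173103635) changed by -2.68 with a standard error of 0.52 (adjusted p = 0.846 by limma). *Ap2b1* (A_52_P38057, chromosome 11, 83157953 to 83158012) rose by 1.91 (standard error 0.46) and *Rhag* (A_51_P346575, chromosome 17, 40976929 to 40976988) by 1.72 (standard error 0.47). The *Ap2b1* probe is the dimmer of 2 for that gene, at -3.32 and -2.77 in controls, and the brighter one was not followed. None of these probes had an adjusted p under 0.05 by limma, and of them only *Gm9740*, *Hmga2* and *Trpc6* did with the slide as a block (0.00287, 0.0331 and 0.0473). By the methods' t-test, *Hmga2* alone met the criteria. *Rhag* met them under 5 of 14 alternatives. With 1 array left out, the log2 fold change ranged from -9.16 to -6.07 for *Gm9740*, from -3.67 to -2.53 for *Trpc6*, from -3.22 to -2.14 for *Pcp4l1*, from 1.63 to 2.18 for *Ap2b1* and from 1.37 to 2.08 for *Rhag*. From its findings in LSK cells, the paper concludes that Meis1 regulates genes of self-renewal and of the cell cycle in HSC/HPCs.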

Taken together, these findings indicate that Meis1 regulates genes involved in the self-renewal and cell cycle of HSC/HPCs.

**Figure 5:**
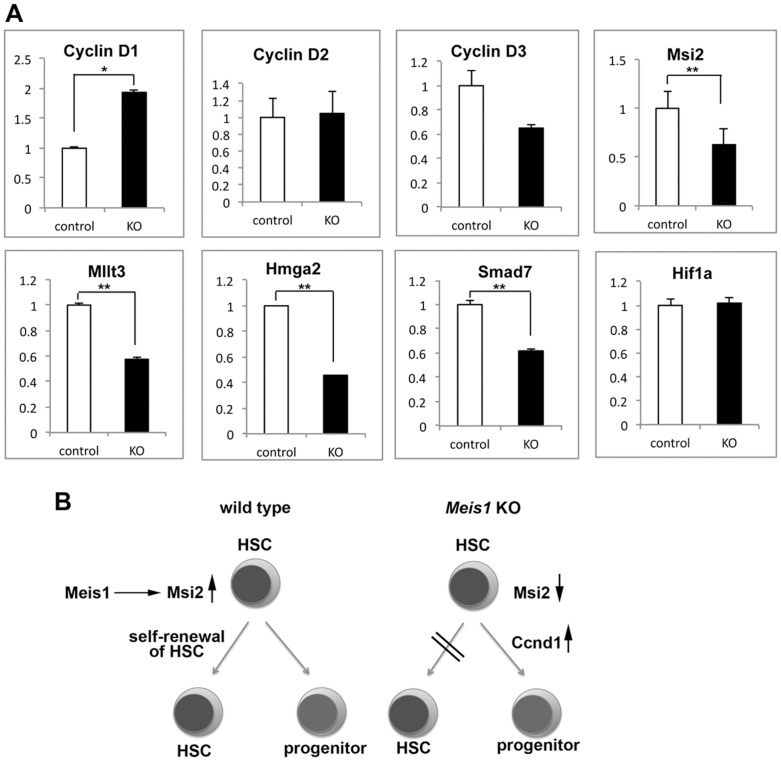
Meis1 controls expression of genes involved in HSC cell cycle and maintenance. (A) Alterations of gene expression in LSK cells induced by *Meis1* loss were analyzed by quantitative RT-PCR. Histograms show the indicated transcripts in sorted LSK cells from *Mx1-Cre^+^ Meis1* ^fl/fl^ mice (open bars) and control *Meis1* ^fl/fl^ mice (solid bars) one week post poly(I:C) treatment. Data were normalized to *Gapdh* expression and the level of each transcript in LSK cells from control mice was arbitrarily set to 1. Data are the means and standard deviations of three independent experiments. *p<0.05 and **p<0.01. (B) Models illustrating potential mechanisms of Meis1 function in the maintenance of HSC.

## Discussion

Despite the overwhelming evidence that Meis1 is involved in leukemogenesis, its normal physiological functions remain unclear. By using an inducible conditional knockout approach in adult mice, we have demonstrated here that *Meis1* deletion results in a loss of HSC/HPCs, subsequently causing multi-lineage BM failure. Specific deletion of *Meis1* within the hematopoietic system demonstrates a cell-autonomous requirement for Meis1 in maintaining the adult HSC/HPCs. In the HSC compartment, loss of *Meis1* enhanced cell cycle entry, with almost complete loss of the most quiescent SP cells, although cell survival was not affected. Together, our data provide evidence that Meis1 functions in maintaining long-term hematopoiesis via regulating the cell cycle status of HSC/HPCs.

Quiescence of stem cells has been postulated to prevent their exhaustion and is tightly linked to maintenance of the long-term self-renewal capacity of tissue stem cells, including HSCs [28]. Several transcriptional regulators have been shown to play key roles in this process. In the absence of Meis1, cells in the HSC compartment appear to exit from their quiescent state, as evidenced by the loss of the SP fraction from LSK cells, and undergo cell-cycle entry without an increase in this compartment, suggesting that Meis1 regulates self-renewal capacity of HSCs but not their simple expansion or differentiation. This notion was further supported by our *in vitro* colony formation assays using CD34^−^ LSK cells, in which *Meis1* deficiency significantly reduced the numbers and size of colonies but did not affect their potential to differentiate into various types of colonies, with an exceptional lack of mixed type colonies. Therefore, we postulate that Meis1 functions in replication of HSC/HPCs rather than in their differentiation. In this regard, a similar cell context-dependent role in cell cycle control was observed in MLL1-deficiency, in which the loss of MLL1, a potential upstream regulator of *Meis1* in the hematopoietic cell compartment, induced cell cycle progression in the HSC compartment whereas it reduced the proliferation of progenitor populations [30]. Thus, it is possible that Meis1 is a core molecule downstream of MLL1 that regulates the self-renewal capacity of HSCs via regulating their cell cycle status.

Another important protein that is associated with Meis1 in the HSC compartment and is possibly involved in cell cycle regulation is Pbx1, a directly interacting Meis1 partner in DNA binding [15]. Pbx1 is the most highly expressed Pbx family member in HSCs and is a critical regulator of self-renewal of adult HSCs [5]. Pbx1 maintains quiescence, as its absence results in the loss of LSK cells and increased cell cycle entry [5], similar to the defects we observed in LSK cells upon *Meis1* deletion. 

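The genes *Msi2*, *Smad7* and *Hmga2* were examined at all of their tested probes in LSK cells. *Msi2* had 3 tested probes besides its brightest, and all were lower in Meis1-deficient cells on both slides. Probe A_52_P386979 (chromosome 11, 88153502 to 88153561, mm9) had a log2 fold change of -1.19 (standard error 0.53, adjusted p = 0.983 by limma). Probes A_52_P780821 and A_52_P628060 changed by -0.75 and -0.69, with standard errors of 0.45 and 0.53. No *Msi2* probe met the study's criteria under any alternative with a test. The second *Hmga2* probe, A_52_P300730 (chromosome 10, 119798739 to 119798798), was well above background on all 4 arrays and changed by -1.30 (standard error 0.42, adjusted p = 0.983 by limma). It met the criteria by the methods' t-test and under no other alternative with a test. *Smad7* has 1 probe on the array, A_51_P403636 (chromosome 18, 75555371 to 75555430), with a log2 value of 1.25 ± 0.14 (SD, n = 2 arrays) in Meis1-deficient and 1.44 ± 0.27 (SD, n = 2) in control cells. Its difference was -0.48 on slide 1 and 0.11 on slide 2.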

Our gene expression data also support the potential involvement of Pbx1-Meis1 heterodimers in HSC functions because there is overlap between the genes involved in HSC maintenance that are affected by both Meis1 and Pbx1 deficiencies, including *Msi2*, *Smad7* and *Hmga2*. Although there are some differences in the expression of cell cycle regulators, it is reasonable to assume that Meis1 functions in part by maintaining the cell cycle as well as self-renewal of the HSC compartment via Pbx1. Indeed we found that the transcriptional regulatory regions of most of these genes, such as *Smad7*, *Msi2* and *Hmga2*, contain Meis1-binding sequences in close proximity to Pbx-binding sites (data not shown). The accumulation of Meis1 as well as Pbx1 on *Smad7* and *Msi2* was identical to those in hematopoietic stem and progenitor cells demonstrated by Chip-seq analysis in a previous study [31].

Among the genes potentially regulated by both Meis1 and Pbx1 in HSCs, *Msi2*, is of particular interest [32], [33], since it encodes Musashi2, an RNA-binding protein preferentially expressed in adult HSCs. *Msi2* was also reported to be up-regulated in leukemic progenitors transduced with Vp16-Meis1, a fusion of the Vp16 activation domain and Meis1 [29], consistent with the observed reduction in its expression in *Meis1*-deficient LSK cells. Similar to the reported function of the *Drosophila* ortholog of Msi2 as a critical regulator of asymmetric cell division of the sensory organ precursor [34], overexpression of *Msi2* in cultured LSK cells increased asymmetric cell division [32], a phenomenon that has long been thought to be involved in the regulation of HSC self-renewal and differentiation [35]. Moreover, *Msi2*-deficiency in mice caused a severe decrease in HSCs [36], particularly in the CD34^+^ LSK compartment with mild effects in the CD34^−^ LSK compartment, which is similar to the observed phenotype of *Meis1*-deficient LSK cells. Cell cycle entry as well as *Ccnd1* expression was reduced in *Msi2*-deficient LSK cells [32], suggesting that *Meis1*-deficiency may perturb other factors in addition to Msi2. Since *Msi2* loss affects HSC self-renewal more severely under stress conditions [36], Mx1-Cre/interferon-mediated *Meis1*-deletion may alter the balance of asymmetric division, symmetric renewal/commitment in the HSC compartment, thereby promoting their differentiation rather than maintaining their self-renewal (**Figure 5B**). As Meis-Pbx-Hox orthologs in *C. elegans* have been shown to participate in cell fate determination in association with asymmetric cell division [37], the important role of Meis1 in asymmetric/symmetric division of cells in the HSC compartment is also highlighted by data showing that NUP98-HOXA9, an oncogenic partner of Meis1 in human myeloid leukemia [16], [38], promotes symmetric self-renewal of hematopoietic precursors [39].

One unexpected observation is that *Hif1a* expression in LSK cells was not significantly affected by *Meis1* deletion, although *Hif1a* contains an evolutionarily conserved Meis1-binding site in the first intron through which Meis1 transactivates its expression [11]. We have found a Meis1 binding peak 27 kb upstream of *Hif1a* exon 1 by Chip-seq analyses and a reduction in its expression by conditional deletion of *Meis1* in AML cells (T. N., unpublished data), although another study did not show such a binding peak within the *Hif1a* locus [37]. During submission of the present paper, two other groups described the HSC phenotype of Meis1-deficient mice [40], [41]. Although the HSC phenotypes they reported are almost identical with those described in the current study, the role of Meis1 in *Hif1a* expression was somewhat different among these three reports. The discrepancy regarding Meis1-mediated regulation of *Hif1a* expression in HSCs between our findings in the present study and those of both Unnisa *et al*. and Kocabas *et al*. could be due to differences in the cell type (LSK versus CD34^−^ LSK or Lin^−^ BM cells) or methods used for *Meis1* deletion, interferon-mediated Mx1-Cre versus tamoxifen-mediated CreER, which may affect the relative contribution of Meis1 in regulating *Hif1a* expression. Thus, it is likely that Meis1-mediated *Hif1a* expression is strictly cell context- and/or differentiation stage-dependent. However, we cannot exclude a potential contribution of *Hif1a* in HSCs as one of the downstream targets of Meis1.

In conclusion, we demonstrate that Meis1 is required for the maintenance of adult hematopoiesis in the BM. Meis1 has also been reported to maintain the undifferentiated state and expansion of retinal progenitor cells [42], [43], and the loss of *Meis1* causes premature differentiation of these cells. Thus, further investigation of the molecular mechanisms underlying the functions of Meis1 in HSCs, such as its potential functional cooperation with Pbx1 and/or Hox, as well as its involvement in asymmetric/symmetric cell division of HSCs, should facilitate our understanding of transcriptional networks regulating the maintenance of stem cells as well as their neoplastic counterparts.

## Materials and Methods

### Ethics statement

All animal experiments were carried out under the ethical guidance of Tokyo University of Science, and protocols were reviewed and approved by the Tokyo University of Science Animal Care and Use Committee.

### Mice and gene targeting

The *Meis1* targeting vector was assembled in a pKSTKLoxPNeo plasmid containing appropriate *loxP* sites, a *loxP*–flanked *PGK* promoter-driven *neo* gene, and the HSV thymidine kinase gene. The homologous regions of the final vector consisted of a 0.9 kb genomic fragment immediately upstream of the *lox*P-flanked 0.5 kb fragment containing exon 8 of the *Meis1* gene and a 6.5 kb DNA fragment immediately downstream of the gene. To establish mice carrying the *Meis1* floxed allele, the linearized targeting vector was electroporated into E14 ES cells, and drug-resistant colonies were screened for homologous recombination. Targeted clones were injected into C57BL/6 blastocysts and the resultant chimeric mice were bred to produce progeny capable of germ line transmission of the mutated allele. To remove the *loxP*-flanked neomycin-resistant gene cassette, mice harboring a targeted *Meis1* allele with the neomycin-resistant gene (*Meis1* ^neo/+^) were crossed with *EIIa*-Cre transgenic mice [44] and the resultant *Meis1^fln/^* ^+^ *EIIa*-Cre (mosaic) mice were crossed with C57BL/6 mice to establish *Meis1^fl/^* ^+^ mice and also *Meis1* ^Δ*/+*^ mice. *Meis1^fl/^* ^+^ mice were backcrossed at least eight times onto the C57BL/6 background and then were crossed with *Mx1-Cre* [23]. *Mx1-Cre* ^+^ *Meis1^fl/fl^* and *Meis1^fl/fl^* mice (controls) at the age of four to eight weeks were injected *i.p.* with 1.5 µg/weight (g) of poly(I:C) (GE Healthcare Bioscience) four times at one-day intervals to activate the interferon gene.

### Flow cytometry and cell sorting

Single cell suspensions from the indicated organs were stained with a combination of FITC-, PE-, -APC, -APC-Cy7 and biotin-conjugated antibodies, followed by streptavidin-PerCP-Cy5.5 or streptavidin-PerCP-Cy7 (eBioscience, San Diego, CA). Conjugated and unconjugated antibodies specific for the following antigens were purchased from BD Biosciences (San Jose, CA) and eBioscience: TCRαβ (H57-597), NK1.1 (PK136), CD3ε (145-2C11), CD11c (N418), CD135/flt3 (A2F10), B220 (RA3-6B2), c-kit (2B8), CD4 (L3T4), CD8a (53-6.72), CD11b (M1/70), CD19 (1D3), TER119, Gr-1 (RB6-8C59), FcγII/III (2.4G2), Sca-1 (E13-161.7), IL-7Rα (A7R34), CD41 (MWReg30), CD43 (S7), CD34 (RAM34), CD45.1 (A20), and CD45.2 (104). For lineage markers, CD11b, Gr-1, TER119, B220, and CD3 were used. SP population was analyzed as previously described [27]. Data were collected on a FACSCalibur or a FACSCanto™II flow cytometers (BD Bioscience) and analyzed using FlowJo software (TreeStar, Ashland, OR). A MoFlo (DAKO) or a FACSArea™II (BD Bioscience) was used for cell sorting.

### Bone marrow reconstitution assays

Sorted CD34^−^ LSK cells (50 cells) from *Mx1-Cre* ^+^ *Meis1^fl/fl^* or control *Meis1^fl/fl^* mice (CD45.2) were mixed with sorted CD34^−^ LSK cells (50 cells) from CD45.1/CD45.2 competitor mice, and then intravenously injected into lethally irradiated CD45.1 recipients with 2×10^5^ CD45.1 wild-type bone-marrow (BM) mononuclear cells (MNCs). Three months after the transplantation, one half of each recipient group was treated with poly(I:C), and peripheral blood cells were collected monthly to examine the percentage of donor-derived cells based on CD45.2 expression. Three months after the poly(I:C) treatment, the recipient mice were terminated to examine the donor-derived HSC and their contribution to different lineages. In addition, BM MNCs (2×10^5^) from each recipient group were further used for secondary transplantation into lethally irradiated CD45.1 recipients.

### Methylcellulose assays

Sorted CD34^−^ LSK cells (100 cells) from *Mx1-Cre* ^+^ *Meis1^fl/fl^* or *Meis1^fl/fl^* mice pretreated with poly(I:C) were plated in methylcellulose medium (Stem Cell Technologies) supplemented with mixtures of cytokines. The culture dishes were incubated at 37°C in a 5% CO_2_ humidified atmosphere, and colony numbers were counted at day 14. Colonies (>1 mm in diameter) were recovered and subjected to May-Grünwald Giemsa staining for morphological examination.

### Cell cycle and apoptosis analyses

For bromodeoxyuridine (BrdU) incorporation analysis, BrdU (1 mg per mouse: BD Pharmingen) was injected intraperitoneally. At one h post-injection, LSK cells were collected from the BM, fixed, and stained with 7-AAD and anti-BrdU antibody using a FITC-BrdU Flow kit (BD Pharmingen), according to the manufacturer's protocol. To assess apoptosis, cells stained for stem cell markers were further incubated with Annexin V and propidium iodide (PI).

### Microarray analysis

RNA was isolated using the Qiagen RNeasy micro kit (Qiagen) from LSK cells from poly(I:C)-treated *Mx1-Cre* ^+^ *Meis1^fl/fl^* and sham-treated *Meis1^fl/fl^* mice (pools of 6 mice; 2 pools per genotype). Ten ng of total RNA was amplified using the WT-Ovation™ Pico RNA Amplification system (NuGEN Technologies, Inc.) and labeled using the Genomic Enzymatic Labeling Kit (Aligent Technologies). Labeled probes were hybridized on 4×44 K Whole Mouse Genome Oligo Microarrays (Aligent) and scanned with an Aligent Microarray Scanner. Microarray signals and background information were retrieved using Feature Extraction Software (v.9.5.3.1). All data analyses were performed using the GeneSpring software GX11.0.2 (Agilent). Genes with a raw *P*-value<0.01 and a fold-change greater than 2-fold were defined as differentially expressed. 

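The same criteria were applied to splits of the 4 arrays other than the genotype. The split by slide, with replicate 1 of both genotypes against replicate 2 of both, gave 214 probes past the criteria by limma, 18 of them on chromosome X or Y, and 0 with an adjusted p under 0.05. An unadjusted p under 0.05 was found for 1799 probes in this split. The crossed split gave 26 probes past the criteria. The genotype split gave 162. On simulated arrays of 2 against 2, limma called 207 unchanged probes by these criteria, and 236 with the slide as a block, where the real arrays gave 437. The simulated arrays held no slide effect. The methods name an unpaired two-tailed test of Student for the study in general and GeneSpring for the arrays, without saying which test or normalization was used there. The methods' t-test called 23 probes lower and 7 higher, of which 19 were also called by limma.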

Array data are available at Gene Expression Omnibus (GEO accession number: GSE38336).

### RT-PCR analysis

Using the Qiagen RNeasy micro kit (Qiagen), total RNA was isolated from LSK cells from poly(I:C)-treated *Mx1-Cre Meis1* ^fl/fl^ and sham-treated *Meis1* ^fl/fl^ mice (pools of six mice; two pools per genotype). Total RNAs were reverse transcribed using a SuperScript VILO cDNA Synthesis System (Invitrogen, Carlsbad, CA). Real-time RT-PCR was performed with Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA) and ABI 7500 Fast thermocycler (Applied Biosystems), according to the manufacturer's protocol. Amplification of *β-actin* was used to normalize for sample RNA content. Specificity of products was confirmed by melting curve analysis, assessing band size in 2% agarose gels, and DNA sequencing. The primer sequences used for RT-PCR and qPCR are listed in **Table S2**.

### Statistical analysis

Statistical significance was calculated using an unpaired two-tailed Student's *t*-test. Data were considered statistically significant when p values were less than 0.05.

## Supporting Information

Figure S1 **Preferential expression of** ***Meis1*** **in HSCs.** Expression of *Meis1*, *Meis2*, *Meis3*, and *GAPDH* genes was examined by semiquantitative RT-PCR analysis. cDNAs were prepared from CD34^−^ LSK cells, CD34^+^ LSK cells, lineage marker^−^ cells, Gr-1^+^ neutrophils, Mac-1^+^ macrophages, TER119^+^ erythroblasts, and B220^+^ B-lineage cells from BM; from B220^+^ B cells and CD3^+^ T cells from the spleen; and, from CD4^−^CD8^−^ (DN), CD4^+^CD8^+^ (DP), CD4^+^CD8^−^ (CD4 SP), and CD4^−^CD8^+^ (CD8 SP) T-lineage cells in the thymus of adult wild-type mice.
(TIF) Click here for additional data file.

Figure S2 **Generation of conditional and deleted** ***Meis1*** **alleles.** (**A**) A diagram depicting exon 8 of the *Meis1* locus and the targeting strategy used to generate two targeted versions of the *Meis1* allele (floxed and deleted alleles). *LoxP* sites (arrowheads) were inserted into intronic sites flanking exon 8 of the *Meis1* gene. Correct targeting was verified by Southern blot analysis of *Hind*III-digested DNA with the indicated probe (filled rectangle). The lengths of the respective *Hind*III fragments are shown in kb. PCR primers for verifying the Cre-mediated deletion of the *loxP*-flanked fragment are indicated by arrows. Neo, neomycin-resistant gene; tk, thymidine kinase gene; H, *Hind* III. (**B**) Southern blot analysis of germline transmission of the mutated *Meis1* alleles. Tail DNA from the indicated mice was digested with *Hind* III and hybridized with the probe indicated in (**A**). (**C**) Confirmation of *Meis1* deletion in *Mx1-Cre* ^+^ mice. DNAs from sorted LSK cells from *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ mice that were either treated (+) or untreated (−) with poly(I:C) were subjected to PCR analysis using primer pairs shown in (**A**). DNAs from *Meis1* ^Δ/Δ^ mice were used as controls.
(TIF) Click here for additional data file.

Figure S3 **PCR genotyping of hematopoietic cells from** ***Mx1-Cre^+^ Meis1*** **^fl/fl^ and control** ***Meis1*** **^fl/fl^ mice three weeks after poly(I:C) treatment.** Efficient excision of floxed Meis1 alleles was observed in sorted Gr-1^+^ CD11b^+^ mature granulocytes.
(TIF) Click here for additional data file.

Figure S4 **Loss of Meis1 abrogates megakaryocyte lineage differentiation in the bone marrow.** Representative flow cytometric profiles of megakaryocytic-lineage cell populations from *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ and control *Meis1* ^fl/fl^ mice three weeks after poly(I:C) treatment. Gates used to identify megakaryocytic-lineage cell populations (Lin^−^) are outlined, and rightward arrows indicate their relationship to subsequent plots showing the megakaryocyte precursors (cKit^+^ CD41^+^) and mature megakaryocytes (cKit^−^ CD41^+^). Numbers within the analysis gates indicate percentage of gated cells in total BM mononuclear cells. Bar graphs on the right represent absolute numbers of the indicated cell populations per two femurs in poly(I:C)–treated *Mx1-Cre* ^+^ *Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 4). **p<0.05.
(TIF) Click here for additional data file.

Figure S5 **Loss of Meis1 severely impairs T cell development in the thymus.** (**A**) Representative flow cytometric profiles of T cell progenitor populations in the thymus from *Mx1-Cre^+^ Meis1* ^fl/fl^ and control *Meis1* ^fl/fl^ mice three weeks after poly(I:C) treatment. Numbers in each quadrant indicate percentage of gated cells in total thymocytes. (**B**) Absolute numbers of CD4^−^CD8^−^ (DN), CD4^+^CD8^+^ (DP), CD4^+^CD8^−^ (CD4 SP), and CD4^−^CD8^+^ (CD8 SP) cell populations in poly(I:C)–treated *Mx1-Cre^+^ Meis1* ^fl/fl^ (solid bars) and control *Meis1* ^fl/fl^ (open bars) mice (mean and SD; n = 4). *p<0.05 and **p<0.01.
(TIF) Click here for additional data file.

Table S1 **The list of genes differentially expressed between Meis1-deficient and –sufficient LSK cells.**
(XLSX) Click here for additional data file.

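Table S1 lists 1715 probes, 1498 lower and 217 higher in Meis1-deficient LSK cells, so that 87.3% are lower by the paper's count. Of these, 1701 were tested here and 1700 changed in the direction given by the table. The study chose the list on these same arrays, so this compares the processing and is not independent evidence. The study's criteria were met by 157 of the listed probes by limma, by 413 with the slide as a block and by 29 with the methods' t-test. The median p over the listed probes was 0.234 by the methods' t-test, with 33 probes under 0.01. The folds of the table are on another scale than the values given here. For 1705 of the 1715 probes, the fold was within 0.01 on the log2 scale of the ratio of the arithmetic means of the unscaled signals, a setting found after several scales were tried. The log2 fold changes with the 75th percentile subtracted were higher than those of the table by a median of 0.28. On the unscaled ratio, 1802 probes passed 2-fold and were well above background on both arrays of a genotype, 1710 of them in Table S1, and 86.5% were lower. When each array was first divided by its 75th percentile, 910 probes passed 2-fold downwards and 903 upwards, so that 50.2% were lower. No *Smad7* probe is in Table S1. Immunoglobulin probes, taken by a rule on names and descriptions, numbered 62 in the table, of which 59 were lower. The rule left out *Gm9740* and *LOC100048770*. The regions of the heavy chain and kappa loci held 94 lower and 3 higher probes of the table.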

Table S2 **The list of primers for qPCR.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

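RNA of LSK cells from Meis1-deficient and control mice was profiled on 4 arrays, 2 pools of 6 mice per genotype, collected 1 week after poly(I:C). Samples were assigned to genotype and replicate from the sample labels, and the pools and mice per pool come from the paper's microarray methods. Whether the control mice received poly(I:C) is described in different ways in the paper and in the deposited descriptions, and is left open here.

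The authors deposited, for each array, the spot intensities written by Feature Extraction 9.5.3.1. The processed signal is background-subtracted and detrended within the array, and a surrogate value stands in for spots that are not above background (25.2% to 33.2% of spots per array). The authors' table of the whole series holds the same intensities rounded, with no scaling between arrays. Positions are those the array's annotation gives on mm9. Gene symbols are those of the array's design, checked through RefSeq accessions in a GRCm38.p6 gene table used for names only, where 26690 of 28026 accessions matched. The annotation of exons and untranslated regions was not used here.

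From these intensities, control spots and outlier spots were left out, spots of the same probe were averaged, and log2 values were centered on each array's 75th percentile. A probe was tested when it was well above background on both arrays of at least 1 genotype and had a value on all 4 arrays. Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the only term. The study's criteria are an unadjusted p under 0.01 and more than 2-fold, and Benjamini-Hochberg adjusted p-values over all 22008 tested probes are given beside them. A fold for a probe that is dim on every array of a genotype is given as a bound. For *Egr2* and *Flt3*, dim on 1 of 2 arrays, a bound by the same rule was added after the data had been seen. On arrays, the number of replicates and the signal over background limit the precision. The dimmest array had 49.2% of its spots well above background and the brightest 57.4%.

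The same replicate number means the same slide in both genotypes, as the files record, so the slide is a shared batch. The deviations of same-numbered arrays from their genotype means correlated at 0.266 across probes. Fits with the slide as a block are therefore given wherever they change a call or move a count by more than 1.5 times.

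The rule for named genes was written before the data were examined. It takes every gene whose expression in LSK cells the paper names or whose primers Table S2 lists (29 genes, 66 probes, of which 54 were tested), and the 5 largest falls and rises that meet the criteria, are well above background on all 4 arrays, change the same way on both slides and carry a gene symbol that differs from the accession. A gene's main probe is its brightest. The alternatives followed the brightest probe of each gene from the paper or its primers, and the probes with the largest changes. They also followed probes in Table S1 and all tested probes of *Meis1*, *Trib2*, *Hmga2* and *Msi2*, and no other probes. Of the 54 tested probes, 5 met the criteria, 7 did with the slide as a block, and 2 had a p under 0.05 adjusted over the list alone.

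Gene lists were also written before the data were examined (15 lists, of which interferon-stimulated, S phase, G2/M, B lineage, plasma cell, T lineage, erythroid, granulocyte and monocyte, megakaryocyte, HSC, lymphoid-primed, immediate early, heat shock and sex-linked are those reported). 1 list and some single genes are not reported here. Immunoglobulin probes were taken by a rule on names and descriptions. The lists were tested with camera (preset correlation 0.01) on 1 probe per gene, 14738 genes, with Benjamini-Hochberg adjustment over 16 sets, and with fry. The lists treated as main results were all except the sex-linked one, plus immunoglobulin. Which lists count as main results, and that *Flt3* and *Hif1a* do, was settled after first values had been seen, as were the thresholds for reading the tests of other explanations.

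The alternatives were median and quantile scaling, normexp background correction with an offset of 50, the authors' table of the series, no filter on dim probes, a filter on all 4 arrays, outlier spots kept, the slide as a block, the methods' t-test, an intensity trend in limma, and each array left out in turn. With an array left out, limma pools the spread, so the lone array is assumed to vary like the other genotype's. No scaling, with and without arithmetic means, was added after the data had been seen. The limma fit was tested on simulated arrays with the real probes' means, 200 of 22008 probes changed by 3 on the log2 scale. It called 89.0% of them, all in the right direction, and 207 unchanged probes, and none of the changed probes had an adjusted p under 0.05. The methods' t-test called 30.5%. Which mice made up each pool, and the quantitative PCR, were not analysed here.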

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

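The S phase list was singled out because its genes, which the paper did not examine on the arrays, were higher in Meis1-deficient LSK cells than in controls. The test of this list was set before the data were examined, and the list was counted among the main results after first values had been seen. The median log2 fold change of its 43 genes was 0.30, with 35 genes higher and 8 lower, against a median of 0.08 over all tested probes. It was 0.22 on slide 1 and 0.49 on slide 2. The adjusted p was 0.0231 by limma's camera, but 0.678 by fry, and with an estimated correlation between genes none of the 16 sets passed. Among 15 alternatives set before the data were examined, the list lost its call under 8. The G2/M list had a median of 0.25 and did not pass (adjusted p = 0.181), though it did under 1 of the 15 alternatives.

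Scaling argues for caution. The median of the list was 0.12 after quantile normalization and -0.08 with no scaling, an alternative added after the data were seen, where the median of all tested probes was -0.30. Relative to that median the list was higher in each case. With the slide as a replicate block the median was 0.30 and camera's adjusted p was 0.0531. Without the first Meis1-deficient array the median was 0.62 and without the second it was 0.11, so a single array moves it by more than 1.5 times.

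A larger share of Meis1-deficient LSK cells in S phase is a biological candidate explanation, and the value of 0.30 under camera is in line with it, as is the paper's own report of more cells that had taken up BrdU at the same time after poly(I:C). The test by fry, which compares arrays and not genes, does not pass, and 2 pools per genotype are few. A different makeup of the LSK cells in the pools could give the same median and was not tested for this list. The difference stays a hypothesis.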

How the results depend on the processing

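The alternatives were set before the data were examined, except no scaling and no scaling with a ratio of arithmetic means, which were added after the data had been seen. The median log2 fold change of all tested probes was 0.08, and it was 0.17 with median scaling, 0.04 with quantile normalization, 0.13 after normexp and -0.30 with no scaling, so that changes are read relative to these medians. With no filter on dim probes this median was 0.23.

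The counts of called probes depended on the setting. Against 132 lower and 30 higher, there were 139 and 42 with median scaling, 106 and 29 with quantile normalization, 132 and 31 with the authors' table and 130 and 30 with outlier spots kept. Normexp gave 47 and 2, the filter on all 4 arrays 43 and 10, no filter on dim probes 194 and 100, and the intensity trend 85 and 16. The methods' t-test gave 23 and 7. No scaling gave 125 and 14, and the unscaled ratio of arithmetic means, with more than 2-fold and no test, 1552 and 241. The share of calls that were lower was 81.5%, and moved to 95.9% after normexp, 66.0% with no filter, 89.9% with no scaling and 76.8% with median scaling. The cause of these differences was not tested, apart from fewer or more probes tested under the other filters. With the slide as a replicate block, the counts were 307 and 130, with 50 adjusted p under 0.05. Of the 162 calls, 162 remained with the block, which follows largely from a design balanced over slides. With no filter, 3 probes had an adjusted p under 0.05.

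Leaving out 1 array at a time gave 57 to 1705 lower probes, 34 to 510 higher probes and 0 to 690 with an adjusted p under 0.05. The highest counts came without the first Meis1-deficient array, which leaves only the spread between the controls and the lone array assumed to vary like them. Without the second, dim Meis1-deficient array, 88.5% of calls were lower. Without the first control array 53.3% were lower and without the second 60.3%. With a control array left out, the spread comes from the 2 Meis1-deficient arrays alone, and the cause was not tested. Of the 162 calls, 134, 125, 60 and 65 were kept without the first and second Meis1-deficient array and the first and second control array.

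Of the Table S1 probes tested, 99.9% had the table's direction. It was 100% with quantile normalization, with no scaling and on the unscaled ratio, but 68.2% after normexp, and 96.1% to 98.7% with 1 array left out. Those that met the study's criteria numbered 157, and 47 after normexp, 48 with the filter on all 4 arrays, and 413 with the slide as a replicate block. With 1 array left out there were 93 to 732. On the unscaled ratio, which has no test and is the scale of the table's folds, 1701 passed 2-fold.

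*Flt3* was lower under all 13 alternatives set before that gave it a value. It did not meet the criteria by the methods' t-test (-3.33), with no scaling (-3.71) or with either control array left out. Normexp gave its smallest change, -1.05 or 2.07-fold, with the criteria met. With 1 array left out it ranged from -4.53 to -2.13. The value of -4.53 rests on the Meis1-deficient array where *Flt3* was not well above background, so it is only a bound, of at least 8.33-fold. The filter on all 4 arrays left no value for *Flt3*, *Egr2*, *Trib2*, *Nfatc2* A_52_P628171 or *Meis1* A_52_P26195. After normexp, *Meis1* A_52_P26195 changed by -0.27 against -1.70, *Hmga2* A_52_P300730 by -0.42 against -1.30 and *LOC100048770* by -1.87 against -3.57. *Trib2* A_52_P220810 fell short of the criteria under 7 of 13 such alternatives and *Rhag* under 9 of 14.

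The sign of these genes turned with the setting. *Etv6* (-0.77) met the criteria without the first Meis1-deficient array, at -2.03. Normexp background correction gave *Nfatc2* 0.13, *Nfatc2* (A_52_P628171) 0.17, *Ccnd2* -0.023, *E2f3* -0.064, *Pbx2* -0.028, *Pbx3* 0.16 and *Actb* -0.13. Median scaling gave *Hif1a* 0.013, *Foxo1* 0.00024 and *Gapdh* 0.041. Quantile normalization gave *Ccnd2* -0.027, *E2f3* -0.057 and *Actb* -0.22. With 1 array left out, the log2 fold changes ranged as follows: *Smad7* from -0.38 to 0.012; *Nfatc2* from -0.83 to 0.54; *Skil* from -1.66 to 0.10; *Hif1a* from -0.21 to 0.063; *Ccnd3* from -0.44 to 0.15; *Cdkn1b* from -0.20 to 1.105; *Cdk6* from -0.57 to 0.26; *E2f3* from -0.15 to 0.43; *Foxo1* from -0.28 to 0.11; *Etv6* from -2.03 to 0.49; *Pbx2* from -0.086 to 0.14; *Pbx3* from -0.40 to 0.20; *Gapdh* from -0.34 to 0.25; *Actb* from -0.15 to 0.32. The cause was not tested.

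Of the gene lists, 9 of 16 passed camera. Fry passed none, at an adjusted p of 0.678 or more, for medians of B lineage -0.59, HSC -0.11, S phase 0.30, immediate early -0.40, immunoglobulin -1.46, lymphoid-primed -1.18, megakaryocyte 0.026 and plasma cell -1.68, and camera with an estimated correlation also passed none. After normexp, the medians were B lineage -0.085 (adjusted p 0.0786), S phase 0.17 (adjusted p 0.446), T lineage 0.079 (adjusted p 0.912), erythroid 0.036 (adjusted p 0.358), granulocyte and monocyte 0.11 (adjusted p 0.912), heat shock -0.21 (adjusted p 0.0857) and megakaryocyte -0.088 (adjusted p 0.0138). With no scaling, the medians were G2/M -0.12 (adjusted p 0.16), S phase -0.079 (adjusted p 0.0453), heat shock -0.36 (adjusted p 0.794), immediate early -0.77 (adjusted p 0.0826), interferon-stimulated -0.35 (adjusted p 0.415) and megakaryocyte -0.35 (adjusted p 0.0176). After quantile normalization, the median was S phase 0.12 (adjusted p 0.23), heat shock -0.22 (adjusted p 0.23), interferon-stimulated -0.013 (adjusted p 0.38) and megakaryocyte -0.093 (adjusted p 0.00635). With no filter on dim probes, the S phase list had a median of 0.30 and an adjusted p of 0.215. With the slide as a replicate block, the S phase list had a median of 0.30 and an adjusted p of 0.0531. With all probes of a gene averaged, the megakaryocyte list had a median of -0.12 and an adjusted p of 0.00723. With 1 array left out, the medians ranged as follows: B lineage from -0.85 to -0.13; G2/M from 0.088 to 0.46; HSC from -0.45 to 0.23; S phase from 0.11 to 0.62; T lineage from -0.41 to -0.18; erythroid from -0.27 to -0.11; granulocyte and monocyte from -0.41 to 0.96; heat shock from -0.0085 to 0.16; immediate early from -1.51 to 0.25; immunoglobulin from -2.51 to -0.54; interferon-stimulated from -0.24 to 0.23; lymphoid-primed from -1.58 to -0.49; megakaryocyte from -1.03 to -0.0086; plasma cell from -2.52 to 0.25. The plasma cell list turned positive without the first Meis1-deficient array. The megakaryocyte list had a median near 0 but was lower by camera, since its mean was -0.75, and its median turned under 7 of the 15 alternatives set before. Its mean was 0.95 on the second control array, against -0.21 on the first, and -0.21 and -0.54 on the Meis1-deficient arrays. The HSC list holds *Meis1* itself, *Hlf* and *Mllt3*. It also had a median (-0.11) closer to 0 than its mean (-0.44). The cause was not tested.

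The dimmest array limits what can be seen. Of the 132 lower calls, 27 were well above background on all 4 arrays, and of the 30 higher calls, 4 were.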

Differences from the paper's values

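The paper's Table S1 has 1498 probes lower and 217 higher in Meis1-deficient LSK cells, against 132 and 30 here. For the lower probes, the count fell within 1.5 times the paper's under 1 alternative set before the data were examined, without the first Meis1-deficient array (1705), and under none of the others. For the higher probes it did so under none. The unscaled ratio of arithmetic means with more than 2-fold and no test, chosen after seeing the values, gave 1552 lower and 241 higher. It is on the scale of the table, whose folds match it for 1705 of 1715 probes.

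Probe folds are compared on the log2 scale. For *Meis1* A_52_P670612 the paper's fold is 2.55 and that found here 2.00. It was within the error without the first control array (2.32) and in no other alternative set before the data were examined. For *Egr2* the paper's fold is 5.95 and that found here 16.7. It was well above background on 1 of the Meis1-deficient arrays, and the dim array gives a replicate SD of 3.81 on the log2 scale, wider than this difference. *Egr2* is therefore compared by 1.5 times alone, and no alternative set before came within it. With the dim array at its lowest signal among probes well above background, chosen after seeing the values, the fold is at least 8.22. The 16.7 therefore rests in part on a dim spot. That bound lies above the paper's 5.95, so it does not close the gap. For *Hmga2* A_51_P288315 the paper's fold is 14.1 and that found here 10.9, within the error without the second Meis1-deficient array (12.9) or the second control array (11.8). For *Hmga2* A_52_P300730 the folds are 3.13 in the paper and 2.46 here, and no alternative set before was within the error. For *Ap2b1* the paper's fold is 2.85 and that found here 3.75, within the error without the second Meis1-deficient array (3.33) or the first control array (3.11). The unscaled ratio of arithmetic means, chosen after seeing the values, gives 2.55, 5.95, 14.1, 3.13 and 2.85 for these probes. With no scaling, also chosen after seeing the values, *Meis1*, both *Hmga2* probes and *Ap2b1* were within the error (2.59, 14.1, 3.20 and 2.89), and *Egr2* was not within 1.5 times (21.6).

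The paper lists 9 genes as reduced. All 9 were lower here at their brightest probe, and 3 of them had a probe that met the study's criteria, *Trib2*, *Hmga2* and *Hlf*. *Egr2* (-4.06) met them with the slide as a replicate block, with no filter on dim probes and without the first Meis1-deficient array. *Mllt3* (-1.40) met them after normexp and without the first Meis1-deficient array. *Skil* (-0.78), *Msi2* (-0.63), *Smad7* (-0.18) and *Nfatc2* (-0.15) met them under no setting with a test. The paper cites Table S1 for *Smad7*, and 0 probes of *Smad7* are in that table. On the unscaled ratio of arithmetic means, chosen after seeing the values, the listed probes of *Skil* and *Msi2* pass 2-fold. Their folds are 2.74 for *Skil*, and 3.00 and 2.22 for *Msi2*. The listed *Nfatc2* probe (A_52_P628171) gives 2.08 on that ratio, but was well above background on neither Meis1-deficient array. That 2.08 therefore rests on dim spots. With the scaling used here, this *Nfatc2* probe has only a bound, of at least 1.34-fold lower. After normexp it changed by 0.17. The paper defines its listed genes by a raw p under 0.01, and 157 of its 1701 tested probes met the criteria by limma, 413 with the slide as a replicate block and 29 by the methods' t-test.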

Other observations

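The tests in this part on immunoglobulin probes, *Egr2*, Table S1 and the sex-linked probes were chosen only after the results were seen, as were the alternatives without scaling. The others were set before the data were examined, but the thresholds for reading the tests were set after first values had been seen.

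The genes taken by the immunoglobulin rule were lower in Meis1-deficient LSK cells, with a median of -1.46 over 77 genes, of which 62 were lower (adjusted p = 2.0e-22 by camera, 0.678 by fry). They include *Rbpj*, taken on its description, and leave out *Gm9740* and *LOC100048770*. The median was -2.82 on slide 1 and -0.08 on slide 2. In the region of the heavy chain locus (chromosome 12, 114496985 to 117219055, mm9), 28 of 77 tested probes were called lower, and in that of the kappa locus (chromosome 6, 67560270 to 70622273) 4 of 69. Over the tested probes of the heavy chain region the median was -3.61 on slide 1 and -1.099 on slide 2, with 73 and 57 of 77 lower, so this region fell on both slides. Over those of the kappa region it was -2.02 on slide 1 and 0.69 on slide 2, with 65 and 30 of 69 lower. Together these regions hold 32 of the 132 lower calls and 94 of the lower probes of the paper's Table S1. The plasma cell list fell on slide 1 alone. Its median was -1.68, with 6 of 6 genes lower, -3.34 on slide 1 and 0.82 on slide 2, and both probes of *Igj* had signals of 168 and 386 on the first Meis1-deficient array against 1318 and 2838 on the first control array. Plasma cells in the control sorts, or fewer of them in the first Meis1-deficient sort, are a candidate explanation for slide 1. On slide 2 the list rose while the heavy chain region fell, so that fall stays open. The list turned to 0.25 without the first Meis1-deficient array. Of the 6 genes tested, 5 are in Table S1, which was made from these arrays. The B lineage list had a median of -0.59 (7 of 8 genes lower, adjusted p = 0.0100 by camera, 0.678 by fry). *Cd79b* was well above background on both control arrays and *Cd79a* on 1. *Cd79b* fell by 0.70 on slide 1 and rose by 0.42 on slide 2. B cells therefore cannot be told apart from other sources, since few genes were measured and the slides differ. A change in the lymphoid cells of Meis1-deficient marrow stays open as a biological explanation and was not tested.

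The lower *Flt3* could come with fewer lymphoid-primed cells among the LSK cells. By flow cytometry, the paper reports a strong loss of Flt3-positive LSK cells, at a later time than the arrays. At 1 week, the time of the arrays, it found LSK cell numbers unchanged but side population cells nearly absent among them. Without *Flt3*, the other 8 tested genes of the lymphoid-primed list had a median of -0.99, 7 of them lower, and medians of -1.004 and -0.91 on slides 1 and 2. With *Flt3* the list passed camera (adjusted p = 7.8e-05 by limma) and not fry (adjusted p = 0.678). Its median was -1.18, and it was -0.23 after normexp and -1.58 to -0.49 with 1 array left out. Of the 9 genes of the list, 6 are in Table S1. A direct effect of Meis1 on these genes is not excluded by this value, and nor is a change in the makeup of the sorts.

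*Egr2* is an immediate early gene, and handling of the cells before lysis is a candidate explanation for its fall. Without *Egr2*, the immediate early list had a median of -0.26 (11 of 16 genes lower), while the heat shock list had a median of 0.01 (4 of 8 genes lower, adjusted p = 0.933 by camera). Its largest change was *Hspa1a*, -3.54, from 4.48 and -2.68 in controls to 0.12 and -5.39 in Meis1-deficient cells. The -5.39 was below that array's lowest signal well above background (-3.25). Its largest rise was *Hspe1*, 0.60. The median alone therefore does not speak against handling. With *Egr2*, the immediate early list had a median of -0.40 and passed camera (adjusted p = 0.0100 by limma) but not fry (adjusted p = 0.889). It turned positive, to 0.25, without the second Meis1-deficient array. The handling cannot be told apart from genotype with 2 pools per genotype and a dim array.

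More called probes were lower than higher. If scaling were the cause, the excess would go away under another scaling, and the lowest share of lower calls under median or quantile normalization was 76.8%. Without the dim second Meis1-deficient array it was 88.5%. The first share argues against scaling as the cause for limma's calls. The second cannot exclude the dim array, because that array still took part in choosing the probes tested. The share was 66.0% with no filter on dim probes and 81.1% with the filter on all 4 arrays. However, the share fell when either control array was left out, where the spread comes from the Meis1-deficient arrays alone. For the list in Table S1 the outcome was different. On the ratio of arithmetic means after scaling to the 75th percentile, 50.2% of probes over 2-fold were lower, against 86.5% unscaled and 87.3% in the paper's Table S1. The lack of scaling between arrays, with the second Meis1-deficient array dimmer than the rest, may account for most of the excess in that table.

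The split by slide gave 214 probes past the study's criteria, against 162 for the genotypes. This count was named beforehand as the test of a difference between slides as a cause. It went the way that cause predicts, but the threshold for reading it was set after first values had been seen. An even difference between slides cancels between genotypes here, because each slide holds both, so this count does not say that the 162 calls come from the slides. Differences specific to 1 array remain open, and 437 probes were called with the slide as a replicate block. On simulated arrays for the genotype comparison, limma called 207 unchanged probes by the same criteria, more than the 162, while the fit with the replicate block called 236, fewer than the 437. The simulated arrays held no slide effect. How many of the calls come from chance is left open.

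The slides also differ at sex-linked genes. Of 7 Y-linked probes, 6 were well above background on both arrays of slide 1 and neither array of slide 2, and all 4 *Xist* probes were higher on slide 2 in both genotypes. Pools of male mice on slide 1 and of female mice on slide 2 are a candidate explanation, and the paper does not report the sex of the pools. Sex and slide cannot be separated in this design. Between genotypes the brightest *Xist* probe differed by 1.01, against 10.1 between slides, and the Y-linked probes by 0.16 to 0.41. These values rest in part on dim spots. On slide 1 that *Xist* probe was well above background on the Meis1-deficient array only. On slide 2, where both arrays measured it, the genotypes differed by -0.014. The 6 Y-linked probes were well above background in both genotypes on slide 1 and in neither on slide 2. A different sex of the 2 genotypes as a source of the genotype calls is therefore argued against.

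Interferon-stimulated genes were examined because the paper describes the control treatment in more than 1 way. Their median was 0.031 (12 genes lower, 15 higher, adjusted p = 0.323 by camera), 0.29 on slide 1 and -0.27 on slide 2. With members going both ways 1 week after the injections, the value says nothing on whether the controls received poly(I:C).

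For cell cycle genes on the arrays, *Ccnd1* rose by 0.49 and *Cdkn1b* by 0.45, each with an adjusted p of 0.983 by limma. *Cdk6* changed by -0.15 (adjusted p = 0.987 by limma). *Ccnd1* was higher under all 14 alternatives, by 0.32 to 0.60, and so never reached 2-fold. *Cdkn1b* turned to -0.20 and *Cdk6* to 0.26 without the second Meis1-deficient array, and *Cdkn2b* was not tested, as it was well above background on at most 1 array of a genotype. No *Meis2* probe was well above background on any array, and the *Meis3* probe was on 1 control array. The lists not named above had medians of -0.18 (erythroid), -0.18 (granulocyte and monocyte), -0.35 (T lineage), 0.03 (megakaryocyte) and -0.11 (HSC), and only *Xist* of the sex-linked list was tested.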
